A study of Arabidopsis thaliana with 12 samples. Its data were reported in "ARGONAUTE10 promotes the degradation of miR165/6 through the SDN1 and SDN2 exonucleases in Arabidopsis" (2017).

How the data were processed

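Small RNAs were sequenced from 12 libraries of Arabidopsis thaliana plants that carry a tagged AGO10, after AGO1 or AGO10 had been immunoprecipitated (IP) and incubated in vitro. Per the labels, the reactions contained the exonuclease SDN1, its catalytic mutant SDN1-D283A, or no nuclease (mock), and each of the 6 groups has 2 replicates. The authors deposited one file per library, which lists each distinct sequence (tag) with its raw read count; the adapters had been trimmed and identical reads collapsed, and the counts had not been scaled, filtered by genome match or pooled across replicates. The trimming tool is not stated in the labels.

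All further values were computed from these deposited counts. Mature miRNA sequences and their positions came from the TAIR10.1 annotation, in which 428 mature features have 350 distinct sequences. The authors' miRNA list and genome build may differ from these, so that the sets of miRNAs need not be identical. Mature sequences that share their first 18 nt were joined into 1 unit, which gave 336 units, named after their members (miR166a-g-3p for the identical products of MIR166a to MIR166g, for example). Each tag was matched from its first base. A full-length (FL) read equals a mature sequence. A TR-only read lacks 1 to 8 nt at the 3′ end and carries no added base. A TA-only read is full-length with 1 to 8 added bases that the genome does not encode, and a TR+TA read is truncated and then tailed. Reads extended by bases that the precursor encodes were left out, as were truncated reads that match more than 1 unit. The 38 units with no FL read in any library were left out of all fits, a choice made after seeing the data. They remain in the miRNA totals, of which they made up at most 1.54%. Truncations of 5 nt or more leave miR165 and miR166 identical, so a merged unit that counts these shared reads (miR165/6) is given beside the separate ones. Reads of 18 nt or more were also looked up in the genome by the 18 nt at each of their ends, and reversed mature sequences were searched in the same way as the real ones to count chance matches.

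Abundance limits are in RPM, with all reads of the file as the total. A miRNA entered a comparison when it exceeded 10 RPM in every sample of that comparison. For the read classes, FL and TR-only counts (or FL and TA-only, or FL and TR+TA) of each sample formed 2 columns of a count table, and edgeR 4.0.16 in R 4.3.3 was fitted with a coefficient per sample and a class coefficient per group. A contrast is then the log2 odds ratio of the class to FL between 2 groups. Its quasi-likelihood test was adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 was taken as a difference. The spread is estimated across all miRNAs of a fit, so that very small p-values rest on that shared estimate and not on 2 replicates alone. The difference between the IPs was tested as an interaction contrast on all 12 samples. miRNA abundance was compared with edgeR on the total count per miRNA, with TMM scaling between treatments and with total miRNA reads as the library size between IPs (both relative to the other miRNAs, with no external standard), where a miRNA had to exceed 10 RPM in at least 2 samples. TR-only/FL ratios of pooled replicates were also compared after subtraction of the mock ratio, a step taken from the study. Negative values were set to 0 and a margin of 0.05 was used, which are choices made here. Shares were compared by two-sided exact permutation tests over samples, which with 2 against 2 samples cannot give a p under 0.333.

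Alternatives were another denominator, shared truncated reads counted for each miRNA, limits of 1 and 50 RPM, RPM per total miRNA reads, truncations of 1 to 4 nt, the replicate number as a block, only the compared treatments in the fit, DESeq2 1.42.0 with the same design, other scalings, and each sample left out in turn. The named miRNAs are miR165 and miR166, the 5 with the largest TR-only change between SDN1 and SDN1-D283A per IP among those past the threshold in the same direction in both replicate pairs, the 3 most abundant per IP in mock, the 3 with the largest rise and the 3 with the largest fall between IPs, and up to 5 past the threshold in the interaction, of which there were none. The tests were tried on simulated negative binomial counts with the levels and depths of these libraries and a single assumed dispersion. Of 1000 simulated miRNAs, 200 were changed by 1.5 on the log2 scale. The real fits held far fewer miRNAs, so the rates below hold for that spread and that number of miRNAs only. For TR-only, edgeR called 91.0% of the changed miRNAs in the AGO1 layout and 94.5% in the AGO10 layout, with 3.19% and 4.06% of the calls false. For abundance it called 100% with 2.91% of the calls false. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.

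Depth ranged from 3293043 to 5571328 reads in the mock libraries and from 7303358 to 31547758 in the libraries with SDN1 or SDN1-D283A. Because of this range, 10 RPM stands for 32.9 reads in the shallowest library and for 315 reads in the deepest. Intervals of shares are 95% Wilson intervals, and the smallest share a library can show is taken as 3 reads of its miRNA reads, from 8.14e-05% to 0.00976% across libraries. The libraries have no molecular identifiers, so intervals and floors cover counting error only. The labels give no sequencing batch, and the paper names more than 1 library kit and sequencer without assigning them to these libraries. Among the 40 most abundant units, of which 1 had no FL read and is included in these counts, 8 had no TR-only read with 5 nt removed in any library and 33 had none with 8 nt removed. For some units this follows from leaving out reads that match more than 1 unit, and with such reads counted 4 units had none with 5 nt removed and 33 had none with 8 nt removed. The reason for the remaining ones was not tested.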

Results

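The data describe which miRNA forms were bound to AGO1 or AGO10 after the precipitated proteins had been treated with SDN1, a nuclease that degrades small RNAs from the 3′ end, with its catalytic mutant SDN1-D283A, or without added protein (mock). There were 12 libraries in 6 groups of 2 replicates. The AGO1 libraries held 3925890 and 5571328 reads for mock, 21881857 and 31547758 for SDN1, and 25945399 and 17812766 for SDN1-D283A, in the order of the replicates. The AGO10 libraries held 3944867 and 3293043 reads for mock, 7303358 and 10517734 for SDN1, and 25159157 and 25389526 for SDN1-D283A. miRNA reads made up 45.1% to 49.4% of the reads in mock and 0.332% to 11.7% in the libraries with added protein, and their number ranged from 30737 in AGO10 SDN1 replicate 1 to 3687189 in AGO1 SDN1 replicate 2. Of the reads of 18 nt or more, 72.5% to 78.5% matched the genome at both ends in mock, against 10.2% to 24.9% with added protein. Reads matching at neither end made up 8.56% to 12.5% in mock and 69.6% to 85.1% with added protein. All mock libraries thus differed from all other libraries in depth and in composition, and a comparison with mock cannot be separated from this difference.

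**Figure D1:**
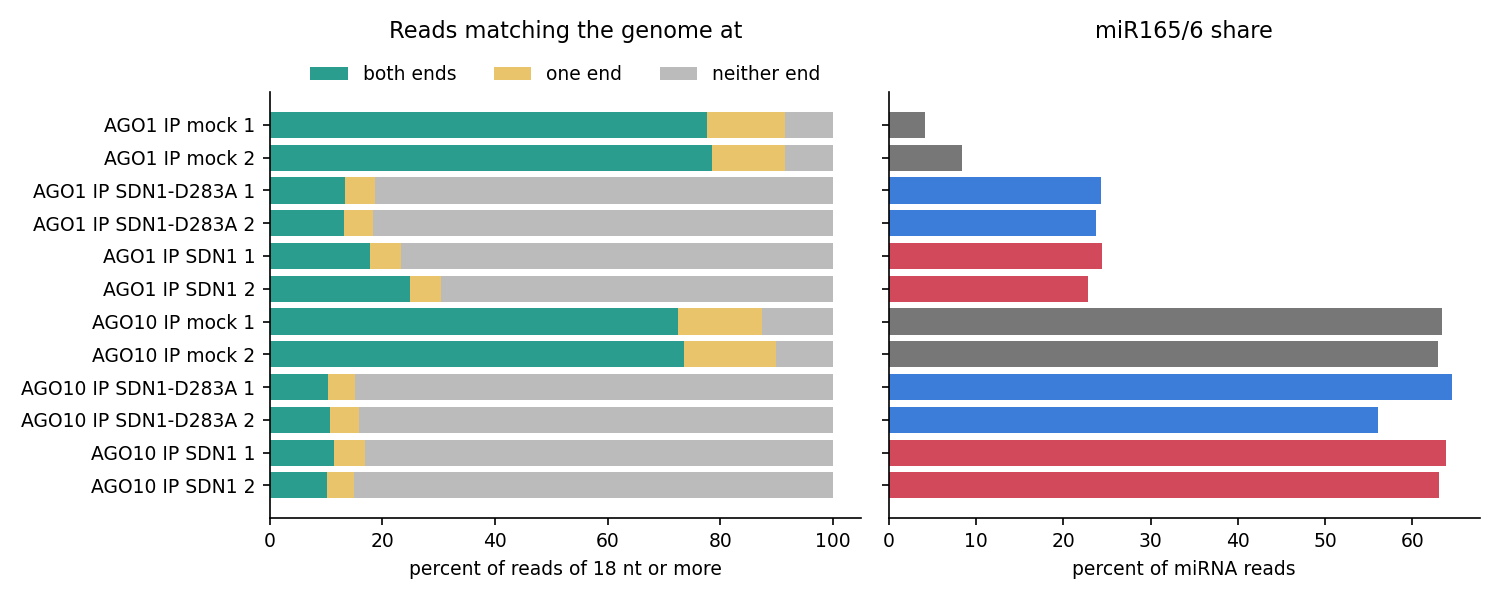
Composition of the 12 libraries (replicates 1 and 2 of each group). The left panel plots the percent of reads of 18 nt or more that match the genome at both ends, one end or neither end, and the right panel the percent of miRNA reads that belong to miR165/6, which was 4.17% and 8.36% in AGO1 mock and 56.1% or more in the AGO10 libraries.

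The study is about miR165 and miR166, which AGO10 binds preferentially, so their share of miRNA reads was compared between the IPs. miR165 (miR165ab-3p) is encoded by MIR165a, AT1G01183, at bases 78932 to 78952 of chromosome 1, and by MIR165b, AT4G00885, at bases 369856 to 369876 of chromosome 4 (TAIR10.1). miR166 (miR166a-g-3p) comes from 7 genes, among them MIR166a, AT2G46685, at bases 19176241 to 19176261 of chromosome 2. Together they made up 63.1% ± 0.340 (SD, n = 2) of the miRNA reads in AGO10 mock and 6.26% ± 2.96 (SD, n = 2) in AGO1 mock, a difference of 56.9 percentage points that is larger than the spread between replicates. The exact two-sided permutation test gave p = 0.333, the smallest p that 2 against 2 samples allow. With SDN1 the shares were 63.5% ± 0.567 in AGO10 and 23.6% ± 1.14 in AGO1, and with SDN1-D283A they were 60.3% ± 5.93 in AGO10 and 24.0% ± 0.426 in AGO1 (SD, n = 2 each). The share in AGO1 mock differed between the replicates: it was 4.17% (95% Wilson interval 4.14 to 4.20) in replicate 1 and 8.36% (8.33 to 8.39) in replicate 2. In AGO1, the share with SDN1-D283A exceeded that in mock by 17.7 percentage points, more than the spread between replicates (exact two-sided permutation p = 0.333). As a share of all reads of 18 to 28 nt, the difference between the mock groups was 31.6 percentage points. With added protein the order of this share was reversed. With SDN1 it was 3.17% ± 1.25 in AGO1 and 0.509% ± 0.0253 in AGO10. With SDN1-D283A it was 2.13% ± 0.117 in AGO1 and 0.438% ± 0.0356 in AGO10 (SD, n = 2 each). All miRNAs together averaged 8.66% (SDN1) and 4.57% (SDN1-D283A) of all reads in AGO1, against 0.436% and 0.359% in AGO10. The reversal therefore goes with the lower miRNA content of the AGO10 libraries and is not a reversal among miRNA reads.

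To see which other miRNAs each protein retained, relative abundance was compared between the AGO10 and AGO1 mock groups. Of 95 miRNAs, 79 differed (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted), 31 higher in AGO10, by 0.52 to 8.998 on the log2 scale, and 48 higher in AGO1. With the replicate number as a block, 79 differed as well. The pairing is taken from the labels, and same-numbered samples deviated from their group means with a correlation of -0.0799 across miRNAs. TMM scaling moved the split most, to 47 higher in AGO10 and 29 higher in AGO1, and 120 of 186 miRNAs differed without the abundance limit. The log2 difference was 3.67 for miR166 (SE 0.29, adjusted p 1.22e-13) and 2.52 for miR165 (SE 0.26, adjusted p 5.15e-11), and for both the shares in all 6 AGO10 samples lay above those in all 6 AGO1 samples. The largest fitted rises were those of miR398bc-5p (MIR398b, AT5G14545, chromosome 5, 4691033 to 4691053, and MIR398c, log2 difference 8.998, SE 0.75), miR166e-5p (MIR166e, AT5G41905, chromosome 5, 16775636 to 16775656, log2 difference 8.93, SE 0.76) and miR391-3p (MIR391, AT5G60408, chromosome 5, 24293211 to 24293231, log2 difference 8.60, SE 0.79). Each had 0 reads in AGO1 mock, where the smallest share that could be shown was 0.000134% on average, and mean shares in AGO10 mock of 0.00506% ± 0.000313, 0.00483% ± 0.00142 and 0.00383% ± 6.5e-05 (SD, n = 2). The sizes of these rises, and so their rank, are therefore set by the fit and not by measured shares. Among miRNAs with reads in AGO1 mock, the largest rise was that of miR5643ab (log2 difference 6.39, SE 0.44). The largest falls were those of miR831-3p (MIR831, AT2G24103, chromosome 2, 10247390 to 10247411, log2 difference -4.00, SE 0.33), miR850 (MIR850, AT4G13493, chromosome 4, 7845756 to 7845777, log2 difference -3.43, SE 0.28) and miR841b-3p (AT4G04409, chromosome 4, 2184420 to 2184440, log2 difference -3.34, SE 0.42). Their shares in AGO1 mock were 0.0307% ± 0.00151, 0.0780% ± 0.0162 and 0.00460% ± 0.00123, against 0.00192% ± 0.000969, 0.00721% ± 0.000255 and 0.000439% ± 9.4e-05 in AGO10 mock (SD, n = 2). None of these 3 falls passed the threshold when the SDN1-D283A groups were contrasted in place of mock, and miR841b-3p then had a difference of 0.99. In that contrast the rises of miR166 and miR165 were smaller too, at 1.58 (adjusted p 4.69e-06) and 0.67 (adjusted p 0.0153).

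The 3 most abundant miRNAs of AGO1 mock were miR159a-c-3p (MIR159a, AT1G73687, chromosome 1, 27713234 to 27713254, and related genes) with 25.0% ± 1.49 of the miRNA reads, miR162ab-3p (MIR162a, AT5G08185, chromosome 5, 2634936 to 2634956, and MIR162b) with 17.5% ± 2.41, and miR161.1 (MIR161, AT1G48267, chromosome 1, 17825731 to 17825751) with 12.5% ± 5.35 (SD, n = 2). In AGO10 mock they were miR166 with 48.3% ± 0.535, miR165 with 13.7% ± 0.210 and miR159a-c-3p with 11.2% ± 0.779 (SD, n = 2). The miR159a, miR159b and miR159c sequences share their first 18 nt and are counted as 1 unit.

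Whether SDN1 shortens AGO1-bound miRNAs was asked by the contrast of SDN1 with SDN1-D283A. Of 37 miRNAs over 10 RPM in the 6 AGO1 samples, 16 differed in the odds of TR-only to FL reads (edgeR, adjusted), 14 higher with SDN1, by 0.81 to 2.64 on the log2 scale, and 2 lower. All 16 changed in the same direction in both replicate pairs. With the replicate number as a block, 16 differed (15 higher and 1 lower), of which 15 were among the 16 without it. The numbers are taken from the labels. The paper describes dividing the beads of an IP equally among the mock, SDN1 and SDN1-D283A reactions, so same-numbered samples would share an IP. The correlation of same-numbered samples across miRNAs was -0.157, so the numbers of the SDN1 samples were also exchanged, a choice made after seeing the data. This crossed block departs from the described design and serves as a check only. With this crossed block 16 differed. The abundance limit moved this count most, to 34 over 1 RPM. The ratio of TR-only to FL reads of miR166 was 0.178 ± 0.0140 with SDN1 and 0.0285 ± 0.000779 with SDN1-D283A (SD, n = 2; log2 odds ratio 2.64, SE 0.18, adjusted p 1.94e-25). For miR165 it was 0.119 ± 0.00812 and 0.0264 ± 0.00175 (2.18, SE 0.18, adjusted p 1.08e-20). miR846-3p (MIR846, AT1G61226, chromosome 1, 22577662 to 22577682) had ratios of 0.0909 ± 0.0112 and 0.0157 ± 0.000838 (2.52, SE 0.23). miR163 (MIR163, AT1G66725, chromosome 1, 24884359 to 24884382) had ratios of 0.836 ± 0.000226 and 0.234 ± 0.0201 (1.84, SE 0.19). miR5026 (MIR5026, AT4G06075, chromosome 4, 7844612 to 7844632) was lower with SDN1, with ratios of 0.00691 ± 0.00439 and 0.0287 ± 0.000921 (log2 odds ratio -1.78, SE 0.61, adjusted p 0.00912), but it rests on 2 to 15 TR-only reads per sample and its adjusted p was 0.0543 with the replicate block. The 3 most abundant miRNAs of AGO1 mock did not differ: the log2 odds ratios were -0.24 for miR159a-c-3p, -0.04 for miR162ab-3p and -0.15 for miR161.1 (adjusted p 0.289, 0.867 and 0.496).

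The same contrast was made for AGO10-bound miRNAs, of which 12 exceeded 10 RPM in the 6 samples. TR-only odds differed for 3, all higher with SDN1, and 4 had an unadjusted p under 0.05. With the replicate block 3 differed as well, of which 2 were among the 3 without it. The correlation of same-numbered samples was -0.128, and with the crossed block, chosen after seeing the data, 3 differed too. The AGO10 SDN1 libraries held 30737 and 47505 miRNA reads. With a limit of 1 RPM, 8 of 31 miRNAs differed. The TR-only to FL ratio of miR165 was 0.283 ± 0.0603 with SDN1 and 0.0393 ± 0.00184 with SDN1-D283A (SD, n = 2; log2 odds ratio 2.83, SE 0.22, adjusted p 3.74e-14, and 0.000816 with the replicate block). For miR166 the ratios were 0.365 ± 0.0818 and 0.0545 ± 0.00367 (2.73, SE 0.24, adjusted p 6.86e-13, and 0.000816 with the block). miR158a-3p (MIR158a, AT3G10745, chromosome 3, 3366349 to 3366368) had ratios of 1.17 ± 0.350 and 0.665 ± 0.118 (0.78, SE 0.21, adjusted p 0.00292, and 0.0539 with the block). Across the 6 fits that each left out one sample, its log2 odds ratio ranged from 0.49 to 1.11. miR159a-c-3p did not differ (-0.18, SE 0.21, adjusted p 0.537).

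**Figure D2:**
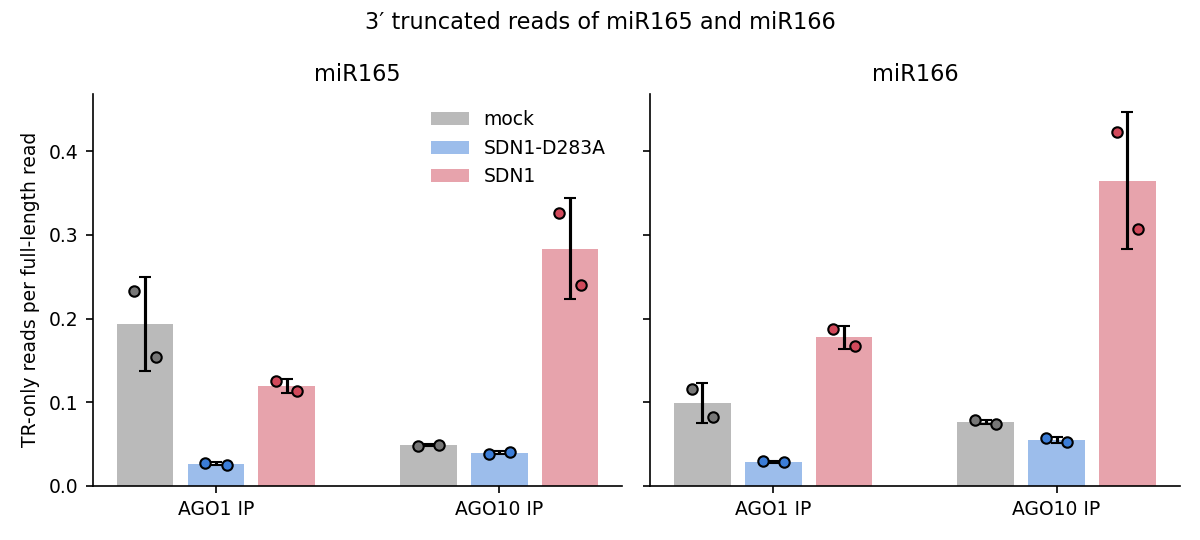
TR-only reads per full-length read of miR165 (left) and miR166 (right) by IP and treatment. Points are the 2 replicates, bars their mean and error bars the SD; with SDN1 both miRNAs lie above SDN1-D283A in both IPs, and miR165 in AGO1 mock, at 0.194, lies above AGO1 SDN1, at 0.119.

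Whether the effect of SDN1 differed between the 2 proteins was tested as an interaction over the 12 miRNAs shared by both IPs. None differed after adjustment, and 3 had an unadjusted p under 0.05. These were miR165, miR156a-f-5p and miR158a-3p. The difference was 0.83 for miR156a-f-5p (SE 0.35, unadjusted p 0.0212, adjusted p 0.153). It went the other way for miR158a-3p, at -0.60 (SE 0.28, unadjusted p 0.0392, adjusted p 0.157). With the replicate block 0 differed, again with 3 at an unadjusted p under 0.05. The log2 odds ratio of SDN1 to SDN1-D283A was larger in AGO10 than in AGO1 by 0.66 for miR165 (SE 0.28, unadjusted p 0.0255, adjusted p 0.153), by 0.09 for miR166 (SE 0.27, adjusted p 0.853) and by 0.54 for the merged miR165/6 (SE 0.30, adjusted p 0.297). With the replicate block these values were 0.66, 0.09 and 0.54, with adjusted p of 0.0947, 0.667 and 0.0777. This block fits a single replicate shift for both IPs together. The paper describes dividing the beads within an IP, and a separate block per IP was not fitted. Across 6 alternative fits the value for miR165 ranged from 0.47 to 1.20, with adjusted p up to 0.228. The outcome for miR165 depended on which reads were counted. It was 1.20 (adjusted p 0.00585) when truncated reads shared with miR166 were counted for both. It was 1.03 (adjusted p 0.00795) when reads lacking 1 nt were left out, a choice made after seeing the data. In the same 2 fits miR166 had values of 0.53 (adjusted p 0.228) and 0.40 (adjusted p 0.289). For the merged miR165/6, TR-only reads per FL read were 0.447 ± 0.114 in AGO10 and 0.176 ± 0.0133 in AGO1 with SDN1, 0.0638 ± 0.00333 and 0.0372 ± 0.00177 with SDN1-D283A, and 0.0802 ± 0.00260 and 0.140 ± 0.0389 in mock (SD, n = 2). Subtracting the SDN1-D283A value from the SDN1 value leaves a larger remainder in AGO10 than in AGO1. The interaction compares ratios of odds and does not test this remainder. The paper gives the same concentration of SDN1 but a lower estimated concentration of small RNA in the AGO10 reactions. It used different antibodies for the 2 IPs. These differences cannot be separated from an effect of the AGO protein.

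**Figure D3:**
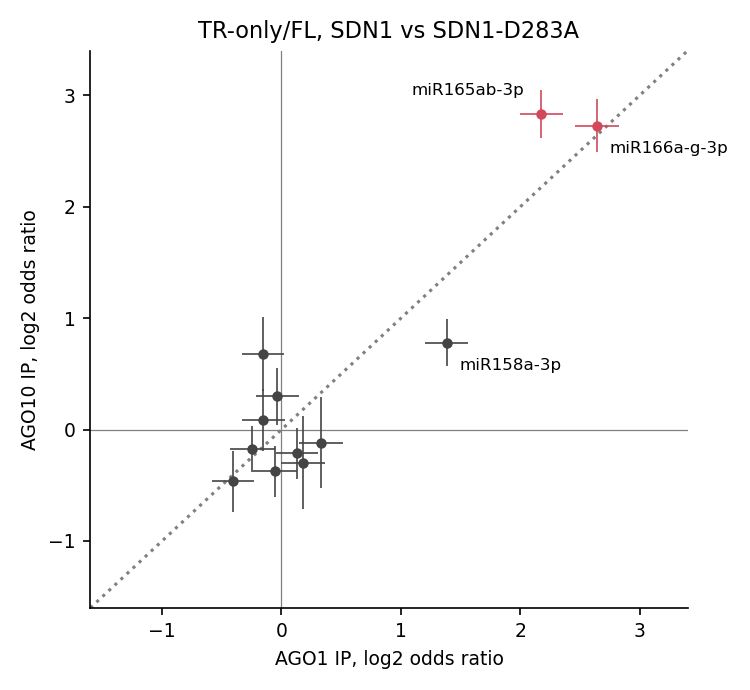
Log2 odds ratio of TR-only to FL reads, SDN1 against SDN1-D283A, in the AGO1 IP (x axis) and the AGO10 IP (y axis) for the 12 miRNAs tested in both. Bars are standard errors and the dotted line marks equal values; miR165 lies at 2.18 and 2.83, miR166 at 2.64 and 2.73, and miR158a-3p at 1.38 and 0.78.

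The length of the truncation differed between treatments. For miR165/6 in AGO1, reads that lacked 1 nt stood at 9.63% ± 2.86 of FL reads in mock, 1.07% ± 0.0810 with SDN1-D283A and 2.81% ± 0.0201 with SDN1, whereas reads that lacked 2 nt stood at 2.33% ± 0.669, 0.511% ± 0.00838 and 7.61% ± 0.505 (SD, n = 2). In AGO10, reads that lacked 3 nt stood at 15.3% ± 4.21 with SDN1, 0.487% ± 0.0156 with SDN1-D283A and 0.624% ± 0.0328 in mock (SD, n = 2). Reads that lacked 2 nt stood at 11.6% ± 1.61, 1.34% ± 0.0480 and 1.31% ± 0.00453 there. For miR165 alone in AGO1 with SDN1, the 3 nt value, 4.43% ± 0.548, exceeded the 2 nt value, 2.39% ± 0.225 (SD, n = 2). For miR165 alone, reads that lacked 1 nt stood at 17.7% ± 5.45 of FL reads in AGO1 mock and at 3.21% ± 0.0781 in AGO10 mock (SD, n = 2).

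**Figure D4:**
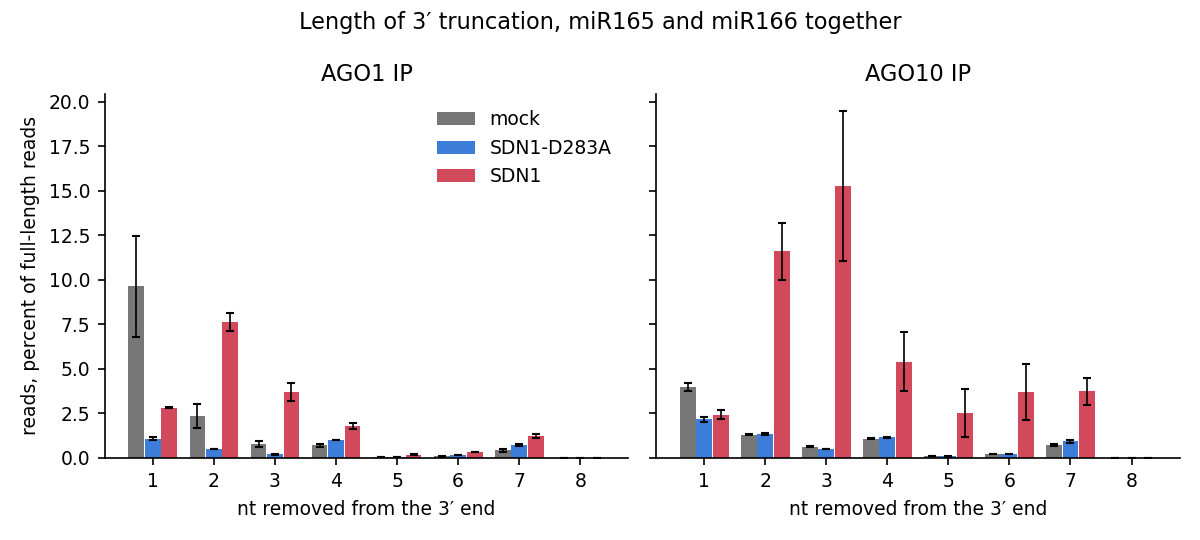
Reads of the merged miR165/6 by the number of nt removed from the 3′ end, as percent of full-length reads, in the AGO1 IP (left) and the AGO10 IP (right). Bars are means and error bars SD of 2 replicates; in AGO1 mock the tallest bar, 9.63%, is at 1 nt, while with SDN1 the tallest are at 2 nt in AGO1 (7.61%) and at 3 nt in AGO10 (15.3%).

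Both proteins were also compared with mock. In AGO1, TR-only odds differed for 25 of 37 miRNAs with SDN1 (19 higher and 6 lower) and for 27 with SDN1-D283A (13 higher and 14 lower). With the replicate block the counts were 24 and 26. Same-numbered samples had correlations of -0.206 and -0.216, and the crossed block gave 24 and 26. In AGO10, 10 of 12 differed with SDN1 (6 higher and 4 lower) and 2 with SDN1-D283A (1 higher and 1 lower), and with the block 10 and 3, where the correlations were 0.153 and 0.349. Against mock, miR165 in AGO1 was lower with SDN1 (log2 odds ratio -0.67, SE 0.18, adjusted p 0.000563) and with SDN1-D283A (-2.84, SE 0.18), while in AGO10 it was higher with SDN1 (2.53, SE 0.21, adjusted p 4.3e-13) and not different with SDN1-D283A (-0.31, SE 0.21, adjusted p 0.231). With reads that lack 1 nt left out, miR165 in AGO1 was higher with SDN1 than in mock (2.46, SE 0.17). miR166 was higher with SDN1 than in mock in both IPs, by 0.86 (SE 0.18) in AGO1 and 2.24 (SE 0.23) in AGO10.

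When replicates were pooled and the mock ratio subtracted, the TR-only to FL ratio was higher with SDN1 than with SDN1-D283A by over 0.05 for 11 of 37 miRNAs in AGO1 and 4 of 12 in AGO10, and lower by over 0.05 for 3 and 0. This is a count without a test. In AGO10 the difference was 0.274 for miR166 and 0.224 for miR165. In AGO1 it was 0.0818 for miR166, and 0 for miR165, whose mock ratio of 0.176 exceeded the ratios of 0.117 with SDN1 and 0.0266 with SDN1-D283A. Without the subtraction the counts were 18 and 4.

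Tailed reads were compared in the same way. TA-only odds were lower with SDN1 than with SDN1-D283A for 32 of 37 AGO1-bound miRNAs and higher for 0, and with the replicate block 30 were lower (correlation of same-numbered samples 0.0281). None of the 12 AGO10-bound miRNAs differed (1 at an unadjusted p under 0.05), with or without the block (correlation -0.0831). TR+TA odds differed for 9 AGO1-bound miRNAs (1 higher and 8 lower), for 5 with the replicate block and for 16 with the crossed block (correlation -0.403). They differed for 0 AGO10-bound miRNAs (0 at an unadjusted p under 0.05), with the block 0 (correlation -0.223). Reversed mature sequences collected at most 1 TR-only read per library. They collected up to 1488 TR+TA reads (AGO1 SDN1 replicate 1, where this was 1.05% of the number of TR+TA reads of miRNAs), and in AGO10 SDN1 replicate 1 they collected 613, which was 14.5% of that number, so that the TR+TA class contains chance matches in the SDN1 libraries.

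Whether the relative abundance of miRNAs on the beads changed was asked of the 12 miRNAs over 10 RPM in all samples. The values are relative to the TMM scaling of the miRNA counts, so a loss common to all miRNAs would not show. With SDN1 against SDN1-D283A, 4 differed in AGO1 (3 higher and 1 lower) and 2 in AGO10 (both higher), and with the replicate block the counts were 4 and 2 (correlations of same-numbered samples -0.293 and -0.0286; with the crossed block 3 in AGO1). The abundance limit moved the AGO1 count most, to 56 of 186 miRNAs without it, when 0 differed in AGO10 (17 at an unadjusted p under 0.05). The AGO10 count moved most without TMM, to 5. miR165 changed by -0.16 (SE 0.30, adjusted p 0.784) in AGO1 and by 0.64 (SE 0.30, adjusted p 0.145) in AGO10, and miR166 by 0.01 (SE 0.37, adjusted p 0.979) and 0.60 (SE 0.37, adjusted p 0.198). In AGO10 every value but that of miR162ab-3p (-0.02) was positive. The mean shares of miRNA reads there hardly moved from SDN1-D283A to SDN1, from 12.79% to 13.09% for miR165 and from 46.22% to 46.03% for miR166. The AGO10 values therefore depend on the scaling and cannot be read as rises in share.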

Values the study reported

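The study reports that, after subtraction of the mock reactions, 15 of 43 miRNAs with more than 10 RPM in the AGO1 libraries were truncated to a greater extent with SDN1 than with the mutant protein. For the AGO10 libraries it reports 13 miRNAs above 10 RPM, of which 5, miR165/6 among them, were truncated by SDN1. It also reports that miR165/6 truncation was stronger in the AGO10 than in the AGO1 libraries. Its measure for this was the truncation with SDN1 less that with SDN1-D283A. The interaction test above compares ratios of odds and so is not a test of that measure.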

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

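All tests of explanations in this part were chosen after the result they address had been seen.

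The difference between treatments and mock in TR-only odds was not the same in the 2 IPs. As an interaction, SDN1 against mock differed between AGO10 and AGO1 for 7 of 12 miRNAs and SDN1-D283A against mock for 10 of 12 (edgeR, adjusted). For miR165 the log2 odds ratio of SDN1 to mock was larger in AGO10 by 3.19 (SE 0.28) and that of SDN1-D283A to mock by 2.54 (SE 0.28); for miR166 the values were 1.39 (SE 0.27) and 1.30 (SE 0.27). Most of the others went the other way: 5 of the 7 and 7 of the 10 were smaller in AGO10, miR398a-c-3p most, by -3.15 (SE 0.32) with SDN1 and -2.83 (SE 0.31) with SDN1-D283A. miR165 TR-only/FL with SDN1 lay below mock in both AGO1 replicates and above mock in both AGO10 replicates. One explanation is that the mock libraries themselves differ between the IPs, and the mutant protein gave a difference of 2.54 where SDN1 gave 3.19. A more specific form of it is that AGO1 mock contains an excess of reads that lack 1 nt; with these left out, miR165 rose with SDN1 against mock in AGO1 too, by 2.46, so these reads may account for the opposite directions. Truncated reads shared by miR165 and miR166 are not enough to explain the difference, which was 2.09 (adjusted p 1.21e-06) for the merged unit. Chance matches of reads from another organism are not enough either, since reversed mature sequences collected at most 1 TR-only read in a library. Each library was also thinned to 3055 miR165 reads, and in 100 of 100 draws miR165 still fell in AGO1 and rose in AGO10. Thinning keeps the ratio on average, so this covers counting noise only and leaves other effects of depth open. The biological explanation, that SDN1 truncates AGO10-bound miR165 more than AGO1-bound miR165, was tested against SDN1-D283A, where the difference of 0.66 did not pass the threshold (adjusted p 0.153); it was 1.03 (adjusted p 0.00795) with truncations of 2 nt or more. With truncations of 2 nt or more, the difference between the IPs against mock was 1.48 (adjusted p 6.27e-05) with SDN1 and 0.46 (adjusted p 0.0776) with SDN1-D283A. For miR165, reads that lack 1 nt therefore account for part of the difference and not for all of it. For miR166 they do not account for it, as the values did not fall without them. They were 1.72 with SDN1 and 1.32 (adjusted p 0.00231) with SDN1-D283A. The contrast of SDN1 with SDN1-D283A that gave 1.03 involves no mock library, so differences between the mock libraries do not account for it. Stronger truncation by SDN1 of AGO10-bound miR165 by 2 nt or more remains as a hypothesis for this part, and it cannot be told apart from an effect of depth. Nor can it be told apart from the lower concentration of small RNA that the paper estimates for the AGO10 reactions at the same SDN1 concentration. The different antibodies of the 2 IPs are a further difference of this kind. The differences of SDN1-D283A from mock cannot be told apart from an effect of depth or from differences between the mock libraries.

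TA-only odds, SDN1 against SDN1-D283A, differed between the IPs for 9 of 12 miRNAs, with the larger value in AGO10 for all 9. The median log2 change of the 12 miRNAs was -1.16 in AGO1 and 0.21 in AGO10. With the AGO1 libraries thinned to the miRNA reads of the AGO10 libraries, the median in AGO1 averaged -1.11 over 100 draws. Thinning keeps ratios on average, so this covers counting noise only. If SDN1 itself lowered tailed reads on AGO1, they should be lower than in mock too. Of the 37 AGO1-bound miRNAs, 17 were lower and 13 higher with SDN1 than in mock, and 9 were lower and 19 higher with SDN1-D283A. Among the 12, miR165, miR166, miR161.1, miR162ab-3p, miR167abd-5p, miR398a-c-3p and miR408-3p were higher with SDN1 than in AGO1 mock. miR156a-f-5p, miR158a-3p and miR159a-c-3p were lower. In AGO10, miR165, miR166, miR161.1 and miR159a-c-3p passed the threshold with SDN1 against mock, and all were higher. The direction of the effect therefore cannot be decided. The pattern cannot be told apart from an effect of depth or from a difference between these libraries in preparation, which the labels do not describe.

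TR+TA odds in the same contrast also differed between the IPs for 9 of 12 miRNAs. Chance matches of reads from another organism are a candidate explanation, because reversed mature sequences collected up to 1488 such reads in a library. With truncations of 1 to 4 nt and tails of 1 to 2 nt, where reversed sequences collected 0 reads, 4 miRNAs differed. Chance matches may therefore contribute to part of this difference, and a difference in tailing cannot be excluded for those 4.

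Most reads of the libraries with added protein matched the Arabidopsis genome at neither end: 73.1% ± 4.99 in AGO1 SDN1, 81.5% ± 0.338 in AGO1 SDN1-D283A, 84.1% ± 1.44 in AGO10 SDN1 and 84.5% ± 0.542 in AGO10 SDN1-D283A (SD, n = 2), against 8.56% to 12.5% in mock. If these were Arabidopsis reads misread at 1 base, most would match at both ends after 1 base is changed. Among the 1000 most frequent such tags per library, those under 36 nt did so for at most 1.77% in a library with added protein, against 42.0% to 64.01% in mock and up to 2.15% for the same tags reversed. RNA added with the protein preparations is a candidate explanation: of the 1000 most frequent of these tags per library, 99.96% on average (99.5% to 100%) recurred in the libraries of the other IP with the same protein, 88.6% in libraries with the other protein and 3.02% in mock. These reads are part of the RPM totals and so bear on which miRNAs passed the abundance limit. Their organism was not determined, and no biological explanation was tested.

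The abundance change from mock to SDN1-D283A, a protein without nuclease activity, differed between the IPs for 38 of 95 miRNAs. The log2 change was larger in AGO10 for 20 of the 38 and smaller for 18. It was smaller for miR165 and miR166, with differences of -1.85 (SE 0.35) and -2.10 (SE 0.37). In AGO1 both rose, by 1.76 and 2.04, and in AGO10 they did not change (-0.09 and -0.06, adjusted p 0.791 and 0.876). Mixing of AGO10-bound material into the AGO1 libraries would raise other miRNAs enriched in the AGO10 IP; 19 of 29 such miRNAs rose in AGO1, against 28 of 64 others (Fisher's exact test across miRNAs, which are not independent, two-sided p 0.0731). To raise the miR165/6 share as seen, 32.8% of the miRNA reads would have to be AGO10-bound material like that of the AGO10 SDN1-D283A libraries. At this fraction, 3 AGO10-enriched miRNAs with 0 reads in AGO1 mock would have 123 reads in the AGO1 SDN1-D283A libraries, where they had 1. Of the 29, 12 had less than 0.5 times and 7 more than 2 times the share expected, with a median log2 ratio of -0.012. With the AGO10 mock libraries as the source, the fraction was 31.2% and 85.0 reads would be expected. Then 12 of the 29 had less than 0.5 times and 11 more than 2 times the share expected, with a median of 0.257. Mixing at these fractions is therefore not enough to explain the change. The upper 95% Poisson limit of 1 read, 5.57, allows a fraction of at most 1.49%, or 2.04% with the AGO10 mock libraries as the source, which would raise the share by 0.805 or 1.16 of the 17.7 percentage points. A few dominant miRNAs are not the whole reason, because without the 3 most abundant miRNAs of AGO1 mock the miR165/6 share still differed (41.2% against 13.6%). Leaving them out of the total raises both shares. The gap of 27.6 percentage points therefore cannot show whether they account for a part. A batch difference could not be tested, as neither the labels nor the paper say which libraries were prepared or sequenced together. The paper names more than 1 library kit and sequencer without assigning them to these libraries. Depth could not be separated from treatment either, as 0 AGO1 mock libraries had a total in the range of the AGO1 SDN1-D283A libraries. The pattern cannot be told apart from a batch difference, while mixing within these limits would account for a small part of it.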

How the results depend on the processing

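The alternatives were chosen before the data were examined, except the crossed block, truncations of 2 to 8 nt, the limits of 4 nt and 2 nt for TR+TA reads, and all alternatives of the contrasts with mock for single miRNAs, for TA-only and between the IPs and of the TA-only and TR+TA interactions, which were chosen after seeing the data. Of 366 recomputed values other than those with a sample left out, 320 kept their direction and their side of the threshold, or stayed within 1.5 times a count. The cause of the changes below was not tested except where a value is given for it.

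The rise of TR-only odds of miR165, miR166 and merged miR165/6 with SDN1 against SDN1-D283A held in both IPs in all 38 recomputed fits. For miR165 the log2 odds ratio ranged from 1.66 to 2.86 in AGO1 and from 2.73 to 3.89 in AGO10, and with the replicate block it was 2.18 and 2.83. The largest adjusted p among these fits of miR165 was 0.000816, with the replicate block in AGO10.

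With a limit of 1 RPM, TR-only odds differed in AGO1 for 34 miRNAs (SDN1 against SDN1-D283A), 43 (SDN1 against mock) and 47 (SDN1-D283A against mock), and in AGO10 for 8 (SDN1 against SDN1-D283A) and 4 (SDN1-D283A against mock). With RPM per miRNA reads the same counts were 31, 44, 48, 8 and 4, and with a limit of 50 RPM the first was 10. Under 1 RPM the pooled counts were 33 in AGO1 and 12 in AGO10, and TR+TA odds differed for 1 AGO10-bound miRNA.

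The difference between the IPs in SDN1 against SDN1-D283A depended on the reads counted. With shared truncated reads counted, 1 miRNA differed and the value of miR165 was 1.20. With truncations of 1 to 4 nt 1 miRNA differed. Across 6 alternative fits the value of miR165 ranged from 0.47 to 1.20, with adjusted p up to 0.228. It ranged from 0.44 to 0.88 across the 12 fits that each left out one sample. With truncations of 2 to 8 nt 2 miRNAs differed, miR165 reached 1.03, 6 miRNAs differed in AGO10, the miR165 difference for SDN1-D283A against mock fell to 0.46 (adjusted p 0.0776), and miR165 against mock became 2.46 with SDN1 in AGO1 and 0.0493 with SDN1-D283A in AGO10. The change in AGO1 is accounted for by the reads left out, which stood at 17.7% of FL reads in mock. The value of miR166 became -0.0381 with the other denominator and 0.53 (adjusted p 0.228) with shared truncated reads counted, and ranged from -0.14 to 0.32 across the 12 fits that each left out one sample. The value of merged miR165/6 fell to 0.23 (adjusted p 0.557) with truncations of 1 to 4 nt. It ranged from 0.28 to 0.80 across the 12 fits that each left out one sample.

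AGO1 TR+TA counts were 5 with the replicate block, 5 with DESeq2 and 16 with the crossed block, which departs from the described design. The TR+TA difference between the IPs held for 4 miRNAs with truncations of 1 to 4 nt and tails of 1 to 2 nt. The AGO10 TA-only count of SDN1-D283A against mock was 1 with DESeq2. With edgeR the miRNAs past the threshold were miR165, miR166, miR159a-c-3p, miR167abd-5p, miR161.1 and miR396ab-5p. All of these were higher with SDN1-D283A (adjusted p 0.0115 to 0.0377). The pooled AGO1 count was 6 with a margin of 0.1 and 18 without subtraction of mock, which is the step that sets miR165 to 0. No paired analysis was possible for the pooled counts because pooling removes the replicates. None was run for the miR165/6 share, which has only 2 pairs per comparison.

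The abundance counts for SDN1 against SDN1-D283A were 56 in AGO1 and 0 in AGO10 (17 at an unadjusted p under 0.05) without the abundance limit, 2 and 1 with FL reads only, and in AGO10 1 with DESeq2 and 5 without TMM. Between the mock IPs 120 miRNAs differed without the limit. The miR165/6 share difference was 31.6 percentage points of reads of 18 to 28 nt, and 54.5 to 59.2 across the fits that each left out one replicate. Among single miRNAs, miR162ab-3p in AGO1 became 0.15 with the other denominator and 0.0347 with truncations of 1 to 4 nt, and miR841b-3p became 0.99 with SDN1-D283A samples contrasted; 4 others became weaker. In that contrast the differences of miR165 and miR166 fell to 0.67 and 1.58. Counting shared reads was not run for the merged unit, which already holds them.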

Other observations

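The tests in this part were chosen after the results they address had been seen.

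The effect of SDN1 may follow the miRNA and not only the protein that binds it. Across the 12 miRNAs tested in both IPs, which are not independent replicates, the log2 odds ratios of SDN1 to SDN1-D283A correlated between the IPs with Pearson's r 0.917 (two-sided permutation p 0.00258, adjusted over 4 correlations 0.0103) and Spearman's rho 0.608 (p 0.0392, adjusted 0.0783). Without miR165 and miR166, the values farthest from the rest, Pearson's r was 0.545 (p 0.168, adjusted 0.224) and Spearman's rho 0.333 (p 0.346, adjusted 0.346) over 10 miRNAs. The relation rests on miR165 and miR166, and whether it extends to other miRNAs cannot be told from these data.

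The added bases of tails were mostly T and A. It was T in 52.8% to 68.2% and A in 30.1% to 42.8% of these reads of a library. Longer tails and other miRNAs were not examined for this.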
